A study of Rattus norvegicus with 6 samples.

How the data were processed

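The measurements were RNA sequencing libraries from H9c2 cells, a rat cardiomyoblast line that can be pushed towards a muscle-like state in culture. Per the labels' protocols, the cells were held for 5 days in low-serum medium with 1 µM retinoic acid and were transfected for 24 h with 25 nM of a locked nucleic acid gapmer. A gapmer is a short antisense oligonucleotide that directs RNase H to cut the RNA it pairs with. The labels placed 3 libraries in a negative control gapmer group and 3 in a Tug1 gapmer group, and gave each library a replicate number. Per the labels' protocols, RNA integrity numbers were 9 or higher, and stranded libraries were made from 500 ng of total RNA after poly-A selection. Poly-A selection leaves out most transcripts without a tail, so levels of such transcripts depend on how well the selection worked.

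The authors deposited whole-number counts per gene for each library, as the values themselves showed, without scaling and without pooling of replicates. Aligner, counting tool, genome build, annotation, treatment of reads that match several genes and use of strand in counting were not stated in the labels or the table header. Genes with near-identical copies and genes that overlap on opposite strands were therefore treated as uncertain where they are named. The table held 40456 genes under gene symbols, of which 14397 had no count in any library. It had 0 unnamed entries and 0 columns outside the 6 libraries. Total counts ran from 12978548 to 13544337 per library. Levels are given as CPM, the usual scaling of counts to library size. At that depth 1 CPM corresponded to 12.9 to 13.8 counts, and the limit of 3 counts below which a gene was taken as not detected corresponded to 0.217 to 0.232 CPM. Reads without molecular identifiers are not independent molecules, so this limit covers counting error only.

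Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passed edgeR's expression filter (minimum count 10, minimum total count 15), which left 14216 genes holding 99.8% of the counts in each library. Libraries were scaled by TMM, with factors from 0.979 to 1.02. Group differences came from edgeR's quasi-likelihood test (two-sided, prior count 0.125) on all 6 libraries without a block, since the labels describe none, and p-values were adjusted over the tested genes by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05. Log2 fold changes are Tug1 gapmer over control gapmer. Group values are mean CPM on the TMM scale with the sample SD.

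A total of 11 gene lists were written from general knowledge of gene function before the data were examined, as were the groups, the main test, the rule for naming genes and all alternatives except the length offset. The lists covered mitochondrial calcium transport, cellular calcium handling, nuclear-encoded oxidative phosphorylation, muscle differentiation, p53 targets, interferon response, integrated stress response, cell cycle, cholesterol biosynthesis, NRF2 and redox genes, and mitochondrial biogenesis. Of their genes, 460 sat in 1 list and 3 in 2 lists. Each list was tested with limma's camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided), with adjustment over the 11 lists. Genes were named by a fixed rule: Tug1, Mcu and members of both calcium lists; the 5 highest and 5 lowest log2 fold changes among changed genes with a symbol, a mean of at least 10 CPM and no overlap between the groups' libraries; the 3 members with the smallest p of each other list past 0.05; and annotated neighbours of Tug1 within 500 kb. Placeholder names were not taken as symbols. A few genes that met the rule are counted but not reported here by name. Of the members of the calcium lists and of the neighbours, a part is named and the rest is given as counts.

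Gene spans and the order of genes along the chromosome came from a RefSeq gene table of the rat assembly GRCr8. Names matched it for 28446 genes by current symbol and for 30071 with older symbols included. Since the authors' build was not stated, no coordinates are printed. A genomic span was available for 13084 tested genes (92.0%). Protein-coding genes of the mitochondrial genome were not analysed here. Sequences were not used here, so GC content was not available to any fit.

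Alternatives were DESeq2 size factors, library totals without a composition factor, DESeq2's Wald test (DESeq2 1.42.0), limma-voom (prior count 0.5), no filter beyond 1 count, a filter at a mean of 1 CPM, an adjusted p under 0.01, the replicate number as a block, each library left out in turn, and for the lists fry and camera with an estimated correlation. A length offset was added after the data had been seen. It removed from each library a lowess trend (span 0.3) of log2 deviation on log2 genomic span and covered only genes with a span.

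The scripts were tested on simulated counts with 200 changed genes, drawn from the means and sizes of these libraries. With an absolute log2 change of 0.5, edgeR recovered 73.5% of the changed genes among 14031 tested, and 6.37% of its calls were false. With a change of 1 it recovered 93% among 14016 tested, with 7% of calls false. In the real data 61.7% of tested genes were called changed, a far larger share than was simulated. The simulated shares of false calls therefore do not carry over to the real fit. After a simulated length trend, the length offset left a Spearman rho of 0.0018 across 13084 genes. With 1 list changed in the simulation, camera called 0 of the other 10 lists. Simulated genes were drawn independently of each other, so this does not show how camera behaves where genes are correlated.

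Replicates were compared by a chi-square of the counts over genes. It came to 2.39 to 4.09 per gene for the 6 pairs of libraries within a group and to 46.2 to 51.1 for the 9 pairs across groups. Every within-group pair differed by more than the sampling noise of independent reads, so no library was counted as a copy of another. Reads without molecular identifiers are not independent molecules, so this comparison does not show that the libraries came from separate samples. The labels gave no sequencing batch or date.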

Results

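Gene expression was measured by poly-A RNA sequencing in 6 libraries of differentiated H9c2 rat cardiomyoblasts, 3 transfected with a negative control gapmer and 3 with a gapmer against the long non-coding RNA Tug1. Total counts were 13240597, 13214389 and 13249799 in control replicates 1 to 3 and 13544337, 13364714 and 12978548 in knockdown replicates 1 to 3. The 10 most abundant genes took 8.26% to 8.40% of the counts in the control libraries and 7.91% to 8.21% in the knockdown libraries. The SD of the log2 ratio between libraries was 0.123 to 0.153 within groups and 0.479 to 0.508 between groups. The first principal component held 76.4% of the variance and separated the groups, and the second held 6.46% and did not.

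The first comparison asked how far the targeted RNA itself had changed. Tug1 had 713, 672 and 718 counts in control replicates 1 to 3 and 164, 152 and 165 counts in knockdown replicates 1 to 3. Its level was 54.0 ± 1.77 CPM (SD, n = 3) in controls and 11.9 ± 0.609 CPM (SD, n = 3) after knockdown, or 22.0% of the control level. The log2 fold change was -2.19 (SE 0.0786), with an adjusted p of 4.39e-16 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the alternatives, the offset for gene length, chosen after the data had been seen, moved this value most when combined with the replicate number as a block, to -2.07. Every knockdown library lay below every control library, so the deposited values follow the labels.

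**Figure D1:**
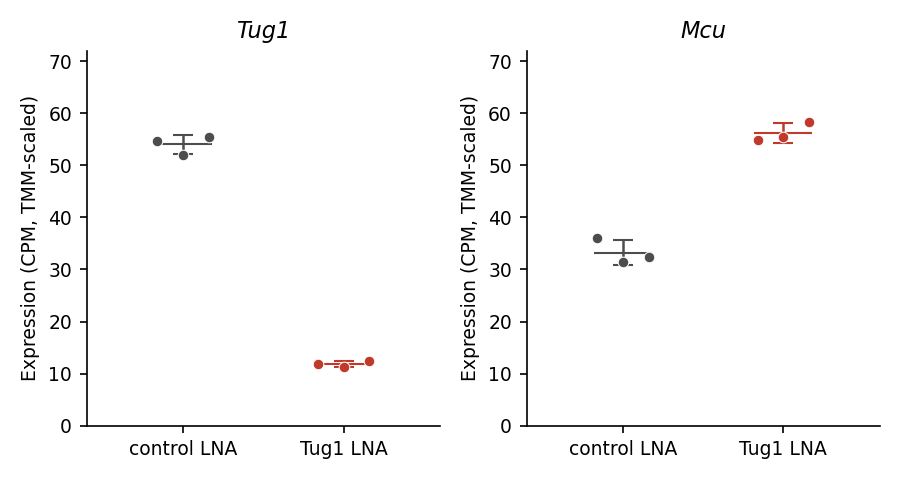
Expression of Tug1 (left) and Mcu (right) in TMM-scaled CPM, with 1 point per library, the horizontal bar at the group mean and whiskers of 1 SD (n = 3 per group). Tug1 fell from a mean of 54.0 to 11.9 CPM and Mcu rose from 33.2 to 56.2 CPM, with no overlap between the groups for either gene.

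The second comparison asked how many genes differed between the groups. Of 14216 tested genes, 8773 (61.7%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 4383 higher and 4390 lower after knockdown. The median absolute log2 fold change among changed genes was 0.50. An absolute log2 fold change of at least 1 was reached by 1393 changed genes, 653 higher and 740 lower. The common biological coefficient of variation between replicates was 0.0472. The 3 control values and the 3 knockdown values did not overlap for 9323 tested genes (65.6%), against 10% by chance for 3 against 3 libraries. The stricter adjusted p of 0.01 moved the count most, to 7353 genes, and among the other tools DESeq2's Wald test gave the lowest count at 7876. With library totals in place of TMM, the higher share of the changed genes was 55.8% instead of 50.0%, and the median log2 fold change of all tested genes was 0.06 instead of 0.00. In 21 tested genes, all among the changed ones, the libraries of a group were at or under 3 counts, and no fold change is given for those.

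**Figure D2:**
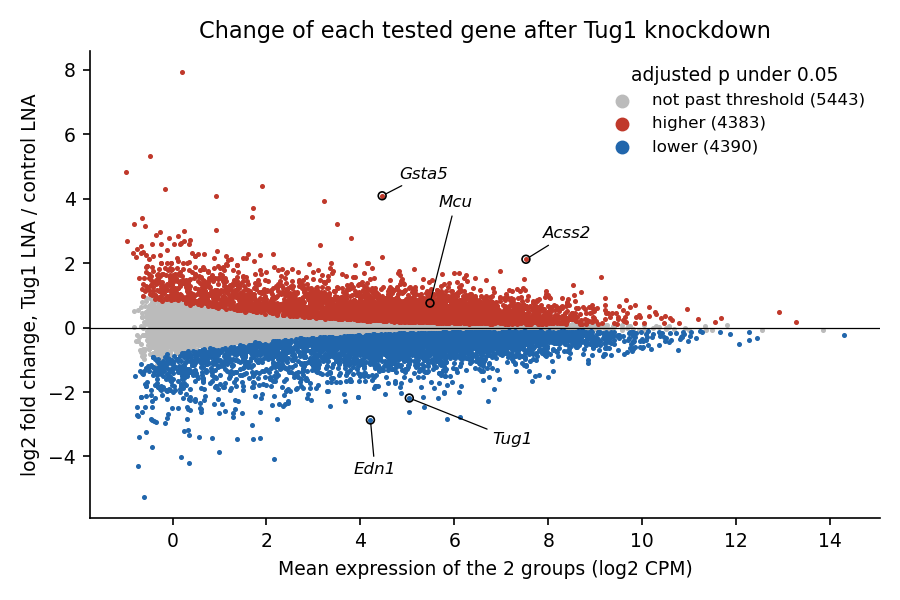
Log2 fold change of Tug1 gapmer over control gapmer against mean expression (log2 CPM) for each of the 14216 tested genes. Genes past an adjusted p of 0.05 are red where higher (4383) and blue where lower (4390). Changed genes lie on both sides of 0 across most of the expression range.

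The series title names the mitochondrial calcium uniporter, the channel through which calcium enters the mitochondrial matrix, so its pore gene Mcu was compared on its own. Mcu had 33.2 ± 2.44 CPM (SD, n = 3) in controls and 56.2 ± 1.90 CPM (SD, n = 3) after knockdown. The log2 fold change was 0.76 (SE 0.068), with an adjusted p of 1.71e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mcu is a long gene, in the top decile of tested genes by genomic span. With an offset for gene length its log2 fold change was 0.48 (SE 0.0647, edgeR adjusted p 1.28e-06), the lowest of all alternatives.

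Of the 21 names on the mitochondrial calcium list, 20 were tested, and 11 of these, Mcu included, passed the threshold, 9 higher and 2 lower. Adjusted over the list alone, 11 also passed. Micu3 (log2 fold change 1.17, SE 0.133) and Ucp3 (1.15, SE 0.288) moved furthest, Ucp3 at a low level of 1.18 ± 0.253 CPM in controls and 2.65 ± 0.676 CPM after knockdown (SD, n = 3). Letm1 rose by 0.61 (SE 0.0602) and Vdac1 by 0.56 (SE 0.0533). Smaller rises were found for Afg3l2 (0.25), Vdac3 (0.19), Vdac2 (0.17) and Ghitm (0.10). The rise of Ghitm had an edgeR adjusted p of 0.0435 and did not pass the threshold under 7 alternatives. The sodium-calcium-lithium exchanger gene Slc8b1 was lower by a log2 fold change of -0.36 (SE 0.0599). Mcub (0.19, SE 0.218), Micu2 (-0.07, SE 0.0704), Smdt1 (0.05, SE 0.0703) and Hspa9 (0.05, SE 0.0451) did not differ beyond the spread between replicates. Leaving out a single library reversed the sign for Mcub (-0.00 without knockdown replicate 1) and for Micu2 (0.02 without control replicate 3). With the length offset, Micu2 (-0.23) and Smdt1 (0.23) passed the threshold, and with library totals in place of TMM Hspa9 did (0.11, edgeR adjusted p 0.0449). As a set, the list lay higher but did not pass (limma's camera, adjusted p 0.0915). The number of changed genes on the list ran from 10 to 13 over the alternatives and moved most, to 13, with the length offset.

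The series title also names calcium signalling, and a list of 59 calcium handling genes was compared for it. Of these, 52 were tested, 39 changed, and 24 of the changed genes were higher and 15 lower. Adjusted over the list alone, 39 passed. Log2 fold changes of the genes that rose ran from 0.14 to 1.55, and those of the genes that fell from -0.26 to -1.05. Genes for calcium extrusion and entry at the plasma membrane were among the largest rises. The plasma membrane calcium ATPase Atp2b1 rose from 54.3 ± 2.64 to 151 ± 3.45 CPM (SD, n = 3), a log2 fold change of 1.48 (SE 0.055, edgeR adjusted p 7.65e-16), and its relative Atp2b4 rose by 0.93. The channel subunits Cacna1s (1.55), Cacna1c (0.83) and Cacna2d1 (0.71) and the release channel Ryr1 (0.85) were higher, as were Orai3 (0.98), Camk2g (0.94), Atp2a1 (0.70), Stim2 (0.67) and Stim1 (0.33). With the length offset Stim1, at 0.05, no longer passed the threshold. The other rises named here still passed. Of these, Orai3 (1.13) and Atp2a1 (0.74) grew and the rest shrank, most of all Cacna1c (0.38) and Cacna2d1 (0.30). Fkbp1b (-1.05), Trpc6 (-0.87), Trpc1 (-0.83), Pln (-0.68) and Orai1 (-0.53) were lower. Calm2 (-0.50) and Calm3 (-0.34) were lower, under every scaling tried. They encode the same protein, and how reads shared between related transcripts were counted was not stated. The luminal calcium binding proteins Calr (-0.30) and Casq2 (-0.26) were also lower. The reticulum pump Atp2a2 had 654 ± 4.62 CPM in controls and 675 ± 4.84 CPM after knockdown (SD, n = 3), a log2 fold change of 0.05 (SE 0.04, edgeR adjusted p 0.334) that did not pass the threshold. It passed as higher with library totals in place of TMM (0.10, edgeR adjusted p 0.0347) and was negative with the length offset (-0.05). As a set, the list lay higher in limma's camera test (adjusted p 0.0374), but not with the length offset (0.318).

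**Figure D3:**
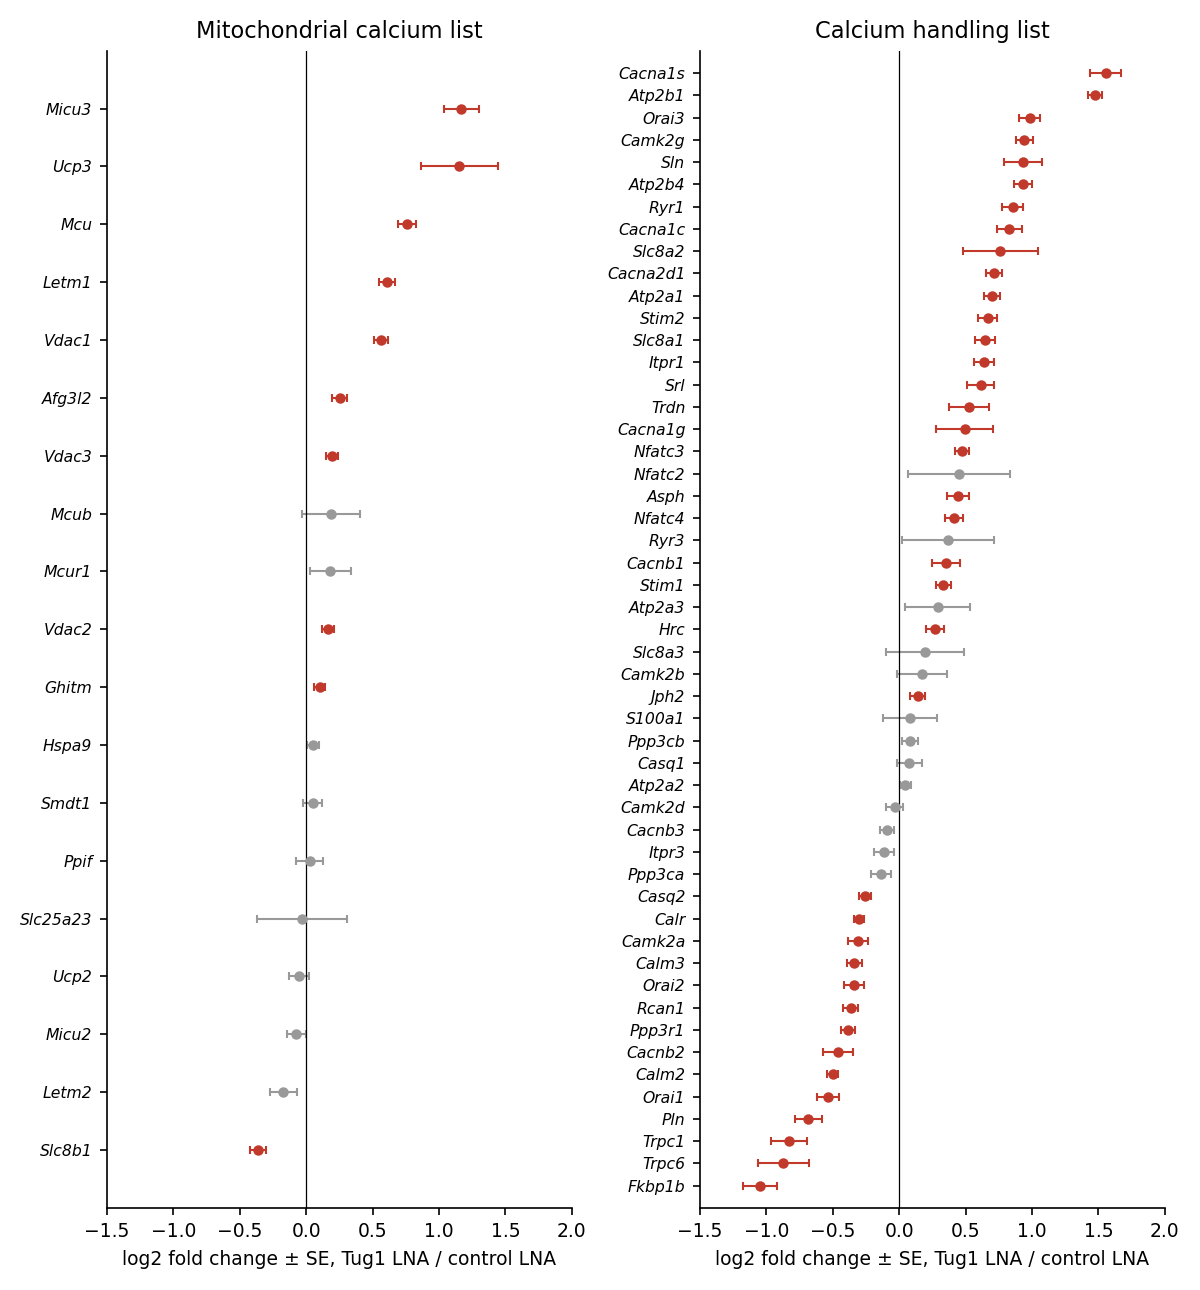
Log2 fold change of Tug1 gapmer over control gapmer, with its standard error, for 19 tested genes of the mitochondrial calcium list (left) and 51 of the calcium handling list (right). Red points passed an adjusted p of 0.05 over all tested genes (10 and 38 of the genes drawn), and grey points did not. Both directions occur in each list.

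The remaining 9 lists were compared to see whether other programmes known to respond to stress, differentiation or mitochondrial state shifted as sets. In limma's camera test with adjustment over the 11 lists, 7 lists passed 0.05, calcium handling included. With camera's correlation estimated from the data, 0 of the 11 lists passed (adjusted p from 0.240 to 0.657), and with fry all lists but oxidative phosphorylation (0.0651) passed. The NRF2 and redox list lay higher (adjusted p 2.55e-07), with 24 genes higher and 6 lower among 33 tested. The muscle differentiation list lay higher (4.20e-07), with 31 genes higher and 2 lower among 45 tested. The interferon response list lay lower (4.08e-05), with 2 genes higher and 29 lower among 41 tested. The cholesterol biosynthesis list lay higher (0.00153), with 15 genes higher and 5 lower among 26 tested. The integrated stress response list lay lower (0.0307), with 9 genes higher and 24 lower among 39 tested, but did not pass with the length offset (0.122). The cell cycle list lay higher (0.0307), with 28 genes higher and 7 lower among 50 tested. The oxidative phosphorylation list (0.0714, 33 genes higher and 9 lower among 76 tested) did not pass. The p53 target list (0.622, 14 genes higher and 13 lower among 32 tested) and the mitochondrial biogenesis list (0.622, 12 genes higher and 8 lower among 25 tested) did not pass either.

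Within the lists that passed, the members named here for their small p-values spanned log2 fold changes from -1.31 to 1.32. The redox genes Cat, Nqo1 and Srxn1 rose by 1.31, 1.11 and 0.93. Catalase transcripts were at 212 ± 10.1 CPM in controls and 527 ± 19.5 CPM after knockdown (SD, n = 3). The muscle genes Myom1 and Myog rose by 1.05 and 0.82. The interferon genes Dtx3l, Ifitm3 and Tap1 were at -1.26, -1.15 and -1.11. Isg15, a member of that list chosen after its values were seen, was at -2.03. The cholesterol genes Mvd and Hmgcs1 rose by 0.90 and 0.62. The stress response genes moved apart, with Slc7a1 at -1.31, Herpud1 at -0.78 and Phgdh at 1.07. The cell cycle genes moved apart as well, with Top2a at 1.32, Tpx2 at 1.30 and Tyms at -0.79.

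Across all genes at a mean of at least 10 CPM whose groups did not overlap, the lowest log2 fold changes were those of Edn1 (-2.87, SE 0.137), Slc4a11 (-2.84, SE 0.0709), Thop1 (-2.78, SE 0.0759), Dancr (-2.46, SE 0.0798) and Cited1 (-2.44, SE 0.146). Edn1, which encodes the precursor of endothelin 1, went from 32.7 ± 1.80 to 4.48 ± 1.55 CPM (SD, n = 3). These 5 genes fell further than Tug1. The highest were those of Gsta5 (4.09, SE 0.124), Rn28s (2.77, SE 0.289), Pir (2.18, SE 0.114), Acss2 (2.12, SE 0.0612) and Col11a2 (2.02, SE 0.131). Gsta5 went from 2.44 ± 0.343 to 41.7 ± 3.82 CPM (SD, n = 3), but it has close relatives (Gsta1 at 1.17 and Gsta2 at 3.94 were also higher), and how shared reads were divided among them was not stated. Rn28s is a ribosomal RNA with 70, 44 and 25 counts in control replicates 1 to 3 and 246, 524 and 221 in knockdown replicates 1 to 3. It has no poly-A tail and shares sequence with other ribosomal entries, so its value is uncertain. Acss2 rose from 69.0 ± 3.19 to 300 ± 26.3 CPM (SD, n = 3).

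The last comparison asked whether genes near Tug1 changed more often than others. Within 500 kb of Tug1 the GRCr8 gene table placed 42 other genes, of which 21 were tested and 14 changed, 6 higher and 8 lower. That share (66.7%) did not differ from the 61.7% of all tested genes (Fisher's exact test, two-sided, p = 0.823). Morc2 had a log2 fold change of 0.35 and Smtn of 0.34, while Selenom (-0.59) and Pes1 (-0.58) were lower.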

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

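The length offset, alone and with the replicate block, was chosen after the data had been seen, and the other alternatives were planned. The planned offset on GC content and length was not run, as no GC values were available to it, and DESeq2 was not applied to the lists.

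Tug1 was lower in every alternative, with log2 fold changes from -2.22 to -2.07, and Mcu was higher in every alternative, from 0.48 to 0.82; both stayed past an adjusted p of 0.05 throughout. Across the 6 fits that each left out a library they ranged from -2.22 to -2.15 for Tug1 and from 0.72 to 0.82 for Mcu. The count of changed genes ran from 7353 to 8987, with 8128 to 8410 when a library was left out, and the count at an absolute log2 fold change of at least 1 from 1150 to 1824. DESeq2's Wald test called 7876 genes, all among the 8773 of the edgeR fit and all in the same direction. With the length offset, which tested 13084 genes, 7115 of those 8773 were called, 7090 of them in the same direction. Another 1196 of the 8773 were tested but lost their call, and the rest had no span and were not tested. Changed genes numbered 10 to 13 on the mitochondrial calcium list and 36 to 40 on the calcium handling list.

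Replicate numbers did not pair the libraries. Deviations from the group means correlated at -0.0053, 0.0298 and 0.027 for numbers 1, 2 and 3 across genes. With the number as a replicate block, 8848 genes were called and Mcu was at 0.76, and no list or named gene changed its call.

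The list tests moved most. With an estimated correlation, camera's adjusted p rose past 0.05 for muscle differentiation (0.240), NRF2 and redox (0.254), calcium handling (0.254), cell cycle (0.620), cholesterol biosynthesis (0.620), interferon response (0.629) and the integrated stress response (0.629). These 3 against 3 libraries leave 4 residual degrees of freedom for that estimate. Fry, which compares a list with no change rather than with other genes, brought mitochondrial calcium (0.000371), p53 targets (0.00872) and mitochondrial biogenesis (0.0195) under 0.05. The length offset took calcium handling to 0.318 and the integrated stress response to 0.122, and with the replicate block to 0.346 and 0.124. It took oxidative phosphorylation to 5.42e-05, and 4.61e-05 with the block, and turned the p53 list from lower to higher without a call (0.870 and 0.865). Calcium handling also lost its call with limma-voom (0.100). Oxidative phosphorylation passed with library totals (0.0361), limma-voom (0.0271) and no filter (0.0182), and no filter also brought mitochondrial calcium to 0.0294. When a library was left out, oxidative phosphorylation ranged from 0.0160 to 0.181, and the fit without knockdown replicate 3 (0.0160) was the only such fit in which it passed. The interferon list passed in all 6 of these fits, with a much smaller adjusted p without knockdown replicate 2 (2.91e-10) than in the other fits (8.58e-06 to 0.000183). Apart from the effect of the length offset on lists of long or short genes, the cause of these changes was not tested.

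Among 65 other named genes, 58 kept their direction and call in each of 15 alternatives, and 7 did not. Over 975 combinations of gene and alternative, 9 were weaker, 6 stronger and 4 reversed. Mcub ranged from -0.00 to 0.37 when a library was left out, and was at -0.0018 without knockdown replicate 1. Micu2 ranged from -0.13 to 0.02, and was at 0.0166 without control replicate 3. Atp2a2 was at -0.0459 with the length offset, with or without the block, and at 0.0984 and called higher with library totals, as was Hspa9 (0.106). None of these 4 genes was called changed in the fit reported above. Depth limits the genes near 1 CPM, where a library holds 12.9 to 13.8 counts per CPM.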

Other observations

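The tests of splits were planned, except those for the length correlation and ERK output. The tests of the length trend between pairs of libraries, of pre-mRNA cutting, of RNA quality, of genes that fell as far as Tug1, and of ERK output were chosen after the result was seen.

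With 3 libraries against 3 there are 10 splits, so the share of splits with a result as large can never fall below 0.1. The real split alone (1 of 10) gave 8773 changed genes. The 9 mixed splits, each with 2 libraries of a group against the third, gave 0 changed genes each, and 61 to 102 genes at an unadjusted p under 0.05. The real split was also the only 1 of 10 to reach its count of genes at an absolute log2 fold change of at least 1, its count of mitochondrial calcium genes, its count of calcium handling genes, and its p for Tug1 and for Mcu. Of the 11 lists, the real split put 7 past camera's threshold, again 1 of 10, but the mixed splits put 2 to 6 past it. A mixed split still carries part of the difference between the groups in its contrast and puts the rest into its within-group spread. That can lower its count of changed genes and can let lists pass, so the mixed splits do not serve as unchanged data, here or in the splits given below.

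Log2 fold change rose with gene length. Across 13084 genes with a genomic span, which are not independent replicates, Spearman's rho was 0.269. The median log2 fold change went from -0.21 in the shortest decile of genes (up to 4.04 kb) to 0.33 in the longest decile (from 119 kb), and rose from each decile to the next. In the longest decile 56.1% of genes were called higher and 11.8% lower. Of 97 genes picked by a symbol that starts like that of a ribosomal protein gene, 87 were lower. That pattern can take in other genes with such symbols, so 97 is not a count of ribosomal protein genes.

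Some explanations of the length trend were argued against by these values. Short ribosomal protein and small RNA genes alone were not the cause. Among 12128 protein-coding genes without symbols that start like those of ribosomal protein genes, rho was 0.271. Expression level was not the cause, as rho was 0.279 with mean expression held constant. Variation between single libraries was a stronger rival. On rho, 1 same-group pair reached an absolute 0.217, and only 7 of the 9 pairs of different groups lay above it. On size, however, the gap in median log2 ratio between the longest and shortest decile was at most 0.133 in same-group pairs and at least 0.411 in pairs of different groups. The gap of the real split was 0.538 and the largest of the mixed splits 0.260 (1 of 10 splits as large). An absolute rho as large as the real one came from 3 of the 10 splits, up to 0.320, but rho ignores size and a mixed split keeps part of the group trend, so this count says nothing about single libraries. A length-dependent difference in RNA quality or library preparation that followed the groups remains open. Every pair across groups showed the gap (0.411 or more), and the design holds no library that would separate such a difference from the gapmer, so the 2 cannot be told apart. Cutting of long pre-mRNAs by the control gapmer would also give a positive rho (0.269), and without untransfected libraries it stays open too. A slower loss or faster synthesis of transcripts from genes with a long span after Tug1 knockdown is a biological explanation that was not tested. Transcript length and GC content were not examined, so the trend cannot be tied to genomic span itself.

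The trend bears on the calcium results. With the length offset, the calcium handling list no longer stood out (camera adjusted p 0.318, and 0.346 with the replicate block). Without the offset, its adjusted p ran from 0.000337 with fry to 0.254 with camera's estimated correlation. The tested genes of this list had a median span of 60.9 kb against 22.4 kb for all tested genes. Length alone might therefore account for the shift of the set. The integrated stress response list, of shorter genes (15.7 kb), also lost its call (0.122). Muscle differentiation did not (7.72e-08), which argues against length as its whole cause. Mcu kept a log2 fold change of 0.48 (SE 0.0647) after the offset, so the fitted trend may account for part of its rise. The offset removes only the typical change at a given span. In the longest decile, which holds Mcu, the median log2 fold change was 0.33 and the upper quartile 0.62. For a single gene, the remainder therefore cannot exclude a larger effect of span.

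The gapmer lowered Tug1 to 22.0% of control, yet 78 tested genes had a log2 fold change as low as or lower than that of Tug1. Of these, 9 had a mean of at least 10 CPM and 12 had a group at or under 3 counts. Tug1 ranked 22 by p-value. Some of these transcripts could be cut by the Tug1 gapmer at similar sequences, and others could follow from the loss of Tug1. A match of the gapmer to transcripts was not run, only 1 Tug1 gapmer was used in these libraries, and so the explanations cannot be told apart for these 78 genes. The same limit holds for Edn1, Slc4a11, Thop1, Dancr and Cited1.

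Genes that report signalling through the ERK kinases were lower as a group. A list of 10 such genes (Phlda1, Spry2, Spry4, Dusp4, Dusp6, Ccnd1, Epha2, Epha4, Etv4 and Etv5) was written after 6 of them had been seen among the genes that fell. All 10 were lower and past an adjusted p of 0.05 in edgeR's test. For the 6 this was known when the list was written, so only the other 4 genes were tested. They were Ccnd1, Phlda1, Epha2 and Epha4, at log2 fold changes of -0.82, -0.80, -0.75 and -0.43. For these 4 genes limma's camera gave p = 8.93e-05 (4.23e-05 to 0.000102 when a library was left out), 0.0164 with an estimated correlation and 7.89e-06 with fry. With the length offset it gave 0.00014, which argues against the length trend as the whole cause. The real split gave the smallest camera p of the 10 splits (1 of 10), and the mixed splits ranged from 0.0147 to 0.0940. The pathway was chosen from these same libraries, and none of these p-values counts that choice. The 4 genes are therefore not an independent test. Lower ERK output after the Tug1 gapmer is a candidate explanation, and endothelin 1, whose gene Edn1 fell, is among the ligands that can drive this pathway. Whether kinase activity itself changed was not measured here, and a response to the gapmer sequence rather than to the loss of Tug1 stays open.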
